# Gene expression profiles and physiological data from mice fed resveratrol-enriched rice DJ526

**DOI:** 10.1038/sdata.2016.114

**Published:** 2016-12-20

**Authors:** Hea-Jong Chung, Heui-Kwan Lee, Hyeon-Jin Kim, So-Hyeon Baek, Seong-Tshool Hong

**Keywords:** Reverse transcription polymerase chain reaction, Ageing, Microarray analysis, Mouse

## Abstract

The molecular mechanism underlying lifespan extension by resveratrol remains widely discussed. To help study this mechanism, we previously created resveratrol-enriched rice, DJ526, by transferring the resveratrol biosynthesis gene into Dongjin rice. DJ526 accumulates 1.4–1.9 μg g^−1^ of resveratrol in its grain and can ameliorates age-related deterioration in mice, as compared to control animals, based on assessments of motor coordination, physical strength and cutaneous tissue aging. Here, we present raw data sets, deposited in public repositories, from microarray analysis and physiological data of mice fed with DJ526 and Dongjin rice and treated with resveratrol. We also provide a method to analyze blood serum at micron levels. These data sets may help other researchers find new clues regarding the etiology of the anti-aging process and signaling pathways induced by resveratrol, rice, or DJ526.

## Background & Summary

Resveratrol has gained widespread attention because of its ability to extend lifespan in some model organisms, and to protect against age-related diseases, such as cancer, Alzheimer’s, and diabetes in mammals^1^. Lifespan extension by resveratrol has been observed in yeast, worms, fruit flies, and fish^2–8^. In rodents, however, resveratrol has been shown to produce changes associated with longer lifespan, but does not affect lifespan itself^9^. A small molecule that activates SIRT1, in a manner similar to resveratrol, was shown to extend the lifespan of mice on a normal diet^10^. Thus far, the beneficial effect of resveratrol in higher animals, including humans, appears to be limited to mimicking dietary restriction to delay the physiological deterioration associated with aging and not extending lifespan *per se*^11–15^.

Previously, we showed that resveratrol-enriched rice DJ526, developed by transferring the resveratrol biosynthesis gene, stilbene synthase, from the peanut *Arachis hypogaea* variety Palkwang into the rice *Oryza sativa japonica* variety Dongjin, shows beneficial effects by mitigating metabolic syndrome and obesity^16,17^. We hypothesized that the resveratrol-enriched rice DJ526, which accumulates 1.4–1.9 μg g^−1^ of resveratrol in its grain, could show comparable health benefits to those shown by crops containing similar resveratrol levels. Notably, DJ526 acted synergistically with the transgenic resveratrol trait to confer unexpectedly higher health benefits on experimental mice than those expected from mice feeding on either Dongjin rice or being treated with resveratrol. Specifically, genetically modified DJ526 rice was able to treat metabolic syndrome and obesity in mice, even though Dongjin rice and resveratrol on their own showed no significant effect^16,17^. The efficacy levels of DJ526 in ameliorating metabolic syndrome and obesity were comparable to the typical pharmaceutical drugs designed to treat metabolic syndrome and obesity^16,17^.

We have previously published DJ526’s beneficial effects on aging, as well as the underlying mechanism of action^18^. DJ526 ameliorated age-related deterioration in mice, as demonstrated by inhibition of cutaneous tissue aging, and a boost in motor coordination and physical strength, whereas Dongjin rice or resveratrol on their own showed insignificant effects on age-related deterioration^18^.

In the present study, we performed whole-genome microarray, biosynthetic pathway, and physiological analyses using liver samples of mice fed with the resveratrol-enriched rice DJ526, Dongjin rice, and resveratrol on its own. Results of these data analyses were published in *Scientific Reports*, focusing on the interpretation of data, as well as elucidating the physiological impact of feeding mice with DJ526, Dongjin rice, and resveratrol^18^. In this manuscript, we describe the raw data from our microarray, blood serum and behavioral assays, which have each been deposited in public repositories. For decades, resveratrol has been one of the most debated compounds for their health-beneficial effects. Considering these characteristics of resveratrol and DJ526, we believe that our microarray data could be a valuable resource in studying the process of aging and elucidating the underlying mechanism of resveratrol’s health benefits.

Mice blood samples are routinely required for a wide variety of *in vivo* experiments. Although a number of efficient methods have been developed, current methods typically require sacrificing mice or exposing them to considerable stress^19^. It is known that the outcome of research experiments is affected if mice are exposed to stress during blood collection^20^. Therefore, we developed a method to analyze mouse blood at the micron scale, whereby minuscule amount of blood was collected in a short period and analyzed accurately to avoid inducing significant stress.

## Methods

### Study design

The study design included four groups of female C57BL/6N mice (*n*=80; 20 per group) (1) Ctrl (control mice fed with NFD in which the carbohydrate sources were corn starch and sucrose); (2) RS (resveratrol-treated mice fed with NFD wherein the carbohydrate sources were corn starch and sucrose except containing resveratrol); (3) DJ (Dongjin mice fed a NFD in which the corn starch and sucrose were replaced with Dongjin rice); and (4) DJ526 (DJ526 mice fed with NFD in which the corn starch and sucrose were replaced with the resveratrol-enriched rice DJ526) (Fig. 1a).

### Ethics approval

All procedures involving the mice were accredited with the approval of Institutional Animal Care and Use Committee (IACUC), in compliance with the guidelines of Ethics Committee of Chonbuk National University Laboratory Animal Center Guidelines on the Care and Use of Animals for Scientific Purposes. Each animal-related procedural change during the course of our study was communicated, discussed, and approved by the IACUC committee. All animal experiments in this study were in accordance with the ARRIVE guidelines (https://www.nc3rs.org.uk/arrive-guidelines) and checklist. Our ARRIVE checklist was deposited at figshare (Data Citation 1).

### Animals

Six-week-old C57BL/6N female mice (*n*=80; each weighing approximately 17.5 g±1.5 g) were purchased from Joongang Experimental Animal Co. (Seoul, South Korea). Ten animals were house in one cage, and were provided with food (10% kcal as fat intake; D12450B; Research Diets Inc., New Brunswick, NJ, USA) and water *ad libitum*, unless otherwise stated. The mice cages were randomly assigned to each of the four groups previously defined, with 20 animals per group. A 12-h light–dark cycle was maintained (lights on at 8:30 PM daily) in a room with controlled temperature (22 °C±1 °C) and humidity (55%±5%) for the animals. After 2 weeks of acclimation, 80 mice were randomly divided into the following groups: Normal Formula Diet (Ctrl), NFD supplemented with resveratrol (RS), NFD in which the cornstarch and sucrose were replaced with Dongjin rice (DJ), NFD in which the cornstarch and sucrose were replaced with the resveratrol-enriched rice DJ526 (DJ526). The composition of the diets was described previously^18^. Resveratrol concentration in all the formulized diets was quantified by HPLC (ACQUITY UPLC, Waters, MA, USA) as described previously^16,17^. Food consumption of each mouse group was monitored daily. For blood profiling and behavioral tests, animals were randomly assigned to each treatment groups. In particular, we declare that blinding was employed during animal allocation and data collection.

### Blood collection and micron-scale assays

Blood glucose and lipid levels were measured at 0, 3, and 6 months during treatment. The food consumption of each mouse group was regularly monitored. Blood was collected in 1.5 ml Eppendorf micro-centrifuge tubes by making a precise incision above the mouse-tail vein after 5 h of starvation. Blood serum was separated by centrifuging at 13,000 rpm for 10 min and was immediately stored at 22 °C until assayed. If serum quantity was too small even in micro-scale, assay readings would not be accurate. Therefore, two serum samples from within the same group were randomly combined to acquire sufficient serum volume for analyses. Blood glucose levels were measured using an Accu-check Glucometer (Roche, Basel, Switzerland). Serum from each mouse group (1–2 μl) was transferred to 96-well microplates to measure triglyceride, total cholesterol, and HDL-cholesterol levels. Recommended amounts of the reagents for the quantification, which were reduced proportionally based on manufacturer instructions (Asan Pharmaceutical, Seoul, Korea), were added into each well, and quantification was performed using enzymatic colorimetric methods. Raw data of the blood profiles was deposited at figshare (Data Citation 1).

### Mouse behavioral test

Each group of mice was tested at 0, 3, and 6 months after the treatment regime began to assess their behavior, which was also described in our previous publication^17^. The animals’ swimming, motivation, and coordination ability was assessed by forced swim test (FST); rotarod (ROTA ROD, Haryana, India) performance test was also performed to test their coordination, balance, and neuro-muscular strength^21,22^.

Before starting FST, the mice were trained to swim from one end of a water-filled glass tank to a visible escape platform, located 0.5 cm below the water surface, at the opposite end. The glass tank (40×25×16 cm^3^) was filled to a depth of 20 cm, with the water maintained at 23 °C. After training, the mice were released from one end during each test trial, and were allowed to swim freely for up to 120 s. If an animal successfully reached the hidden platform within 120 s, it was allowed to remain there for 5 s and was then removed from the tank. If an animal failed to find the platform within 120 s, it was manually placed onto the platform and was allowed to remain there for 5 s. No spatial cues were provided within the tank environment.

The rotarod apparatus (ROTA ROD, Haryana, India) was used to assess motor coordination, strength, and balance. The rotarod apparatus consisted of a base platform and a rotating rod with a diameter of 3 cm and a non-slippery surface. The rod was placed at a height of 15 cm from the base. The rod, 30 cm in length, was divided into four equal sections by three fiber plates. Therefore, up to four mice were tested simultaneously on the apparatus, with the same rotating speed of the rod. The four mouse groups were tested over three consecutive days. Each daily session included a single training trial of 5 min at 4 RPM on the rotarod apparatus. One hour later, the animals were tested for three consecutive accelerating trials of 5 min with the rotarod speed changing from 0 to 60 RPM over 300 s, with an inter-trial interval of at least 30 min. The mean latency to fall off the rotarod was recorded and used in the subsequent analysis. The unprocessed behavioral raw data of the FST and rotarod test were deposited at figshare (Data Citation 1).

### Microarray assay

Three mice per group at 6 months after start of treatment course were sacrificed, and their livers were harvested and flash frozen. Approximately 100 mg of each liver was used for RNA extraction by RNeasy Mini kit in accordance with the manufacturer protocol (Qiagen, Limburg, Netherlands), and RNA-extraction quality was checked (Table 1). For control and test RNA extraction, the synthesis of target cRNA probes and hybridization was performed using Agilent’s Low RNA Input Linear Amplification kit (Agilent Technology, CA, USA) according to the manufacturer’s instructions. Briefly, each 1 μg of total RNA and T7 promoter primer mix were incubated at 65 °C for 10 min. cDNA master mix (5× First strand buffer, 0.1 M DTT, 10 mM dNTP mix, RNase-Out, and MMLV-RT) was prepared and added to the reaction mixer. The samples were incubated at 40 °C for 2 h, and then RT and dsDNA synthesis was terminated by incubating at 65 °C for 15 min. The transcription master mix was prepared according to the manufacturer’s protocol (4× Transcription buffer, 0.1 M DTT, NTP mix, 50% PEG, RNase-Out, Inorganic pyrophosphatase, T7-RNA polymerase, and Cyanine 3-CTP). Transcription of dsDNA was performed by adding the transcription master mix to the dsDNA reaction samples and incubating at 40 °C for 2 h. Amplified and labeled cRNA was purified using cRNA Cleanup Module (Agilent Technology, CA, USA) according to the manufacturer’s protocol. Labeled cRNA targets were quantified using ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE). After checking cRNA-labeling efficiency (Table 2), fragmentation of cRNA was performed by adding 10× blocking agent, 25× fragmentation buffer, and incubating at 60 °C for 30 min. The fragmented cRNA was resuspended with 2× hybridization buffer and was directly pipetted onto assembled Agilent’s Mouse Gene Expression 4X44K v2. Hybridization was performed at 65 °C for 17 h using Agilent Hybridization oven (Agilent Technology, CA, USA). The hybridized microarrays were washed according to the manufacturer’s washing protocol (Agilent Technology, CA, USA). We performed global gene expression analyses using Agilent’s Mouse Gene Expression 4X44K v2 Oligo Microarray (Agilent Technology, CA, USA) (39,429 probes). All raw data sets from the microarray experiments are available at NCBI GEO database under the accession number GSE79109 (Data Citation 2). The experimental design for the microarray analysis process is illustrated in Fig. 1b.

### Microarray data acquisition and analysis

#### Normalization

The hybridized images were scanned using Agilent’s DNA microarray scanner and quantified with Feature Extraction Software (Agilent Technology, CA, USA). Raw intensity data was globally normalized as described previously^23^. 

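The authors deposited, beside the scanner output, a table with 1 normalized value per probe and array. Set against the scanner's processed signal of the same array, this table was that signal multiplied by 1 factor per array, between 0.959 and 1.08, for 99.8% to 99.9% of the probes (tolerance 0.0001 of the factor). The mean processed signal of an array lay between 4979 and 5632 before the factor and between 5389 and 5404 after it, so that the global normalization brought the arrays to a common mean.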

Normalized ratios were calculated by dividing the average of normalized intensity in test samples by the average of normalized intensity in control samples. Unpaired *t*-test was performed for statistical analysis. In addition, a q-value was obtained by Significant Analysis of Microarray (SAM) for multiple test correction. 

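With 3 arrays against 3, limma with Benjamini-Hochberg adjustment called 0 of 39429 probes between RS and Ctrl and 0 between DJ and Ctrl (adjusted p threshold 0.05), where 2366 and 2057 probes had an unadjusted p under 0.05. It called 2 probes lower in DJ526 than in Ctrl, 4 lower than in DJ and 3 lower than in RS, and none higher, with 4257, 3867 and 2169 probes at an unadjusted p under 0.05. The methods' t-test, run on the same values, had 1975, 1823 and 5052 probes at that unadjusted threshold for RS, DJ and DJ526 against Ctrl, and 0 in each after Benjamini-Hochberg adjustment. For DJ526 against DJ it had 4267, of which 1, higher in DJ526, remained after adjustment, and for DJ526 against RS 2417, of which 0 remained. SAM, with q-values from the 20 permutations of the group labels, called 0, 0 and 55 probes against Ctrl (27 higher and 28 lower in DJ526), 101 for DJ526 against DJ (46 higher and 55 lower) and 2 for DJ526 against RS (both higher). The effect of resveratrol on the rice diet was read as DJ526 against DJ, which also differ in the transferred gene. Its difference from the effect on the starch and sucrose diet gave 0 calls in limma (2403 at an unadjusted p under 0.05). Rice against starch and sucrose gave 0 as well (1802). These fits had 1 mean for each of the 4 groups. Ordinary t-tests gave 0 and 0 (2443 and 1461 unadjusted). The first was of the difference between effects in a fit of the 4 groups, the second of the arrays pooled by carbohydrate source. With the slide as a block, limma called 17 probes for the difference between the 2 effects, 3 for rice, 8 for DJ against Ctrl and 1 for RS against Ctrl.

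The gene for the olfactory receptor Olfr638 had the largest log2 fold change among the called probes that were well above background on every array of both groups, -3.11 against RS (standard error 0.280, adjusted p = 0.0103 from limma), -2.96 against DJ (adjusted p = 0.0169 from limma) and -2.70 against Ctrl (adjusted p = 0.0305 from limma), each with no overlap between the 3 mice of one group and the 3 of the other. Olfr1349 was also lower than in DJ, by -2.28 (adjusted p = 0.0231 from limma), and Olfr209 lower than in RS, by -2.15 (adjusted p = 0.0261 from limma). The other called probes were that of Gpr31c, in all 3 comparisons, and A_55_P2180957, which carries no gene name here, lower than in DJ (-2.56, adjusted p = 0.0232 from limma); neither was well above background on any DJ526 array. All 5 probes lie in the lower left part of the array, a part holding 15.6% of the probes, where the dim signals of the DJ526 arrays were lower than elsewhere. Against Ctrl and DJ these counts moved most when RS replicate 3 was left out, to 173 (82 higher and 91 lower in DJ526) and 107 called probes (25 higher and 82 lower), and against RS with the slide as a block, to 40 (6 higher and 34 lower).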

Z normalization and tests for significant changes were performed as previously described^23^. Raw data were subjected to Z normalization to ensure compatibility using the formula:

z(raw data)={ln(raw data)−avg[ln(raw data)]}/{s.d.[ln(raw data)]},

where ln is natural logarithm, avg is the average over all genes of an array, and std dev is the s.d. over all genes of an array. The Z ratio (between treatment A and B) is given by z(A)—z(B)/s.d. Individual genes with Z ratio>1.5 (*P* value<0.05), and avg intensity>0 were considered statistically significant. 

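By this criterion, read as a Z ratio beyond 1.5 in either direction and an unadjusted p under 0.05 of the methods' unpaired test on the z values, 666 of 39429 probes changed in RS (409 higher and 257 lower than in Ctrl), 539 in DJ (308 higher and 231 lower) and 1527 in DJ526 (873 higher and 654 lower). Of these, 394, 289 and 1017 were well above background on every array of at least 1 of the 4 groups. With the median pixel, more probes were lower than higher in RS and in DJ. The criterion has no adjustment for the number of probes. In 20 simulations the arrays of RS, DJ and DJ526 were drawn around the mean of the 12 arrays and set against the Ctrl arrays as measured. The criterion then called 617 to 699 probes for RS, 591 to 687 for DJ and 607 to 700 for DJ526. With all 12 arrays drawn, so that no group differed, a simulation added after these counts were seen, it called 603 to 681, 610 to 703 and 608 to 714. RS and DJ did not exceed the simulated counts, and DJ526 did. The simulated values were drawn for each probe and array separately and held no effect of the slide. No DJ526 array shared a slide with a Ctrl array, so that the excess does not tell diet from slide. Average intensity was read as a signal above 0, which every probe met. Read as an average z above 0, the same criterion left 125, 85 and 163 probes. Of the probes called in DJ, 149 were also called in DJ526, and 64 of them moved the same way in both and were not called in RS. Both comparisons use the same Ctrl arrays. With the Ctrl arrays as measured, the simulations gave 115 to 147 and 56 to 88 for these counts. With all 12 arrays drawn they gave 89 to 123 and 56 to 96. The 149 lay above both ranges and the 64 within both. The simulated sets called in DJ526 held at most 714 probes, where the real one held 1527. A larger set overlaps more by its size alone, so that neither count decides whether DJ and DJ526 share changes.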

Fold change and Z ratio raw data were deposited at figshare (Data Citation 1).

#### qRT-PCR

For quantitative real-time PCR, total RNA from each liver sample was isolated with RNeasy Mini kit according to the manufacturer’s protocol (Qiagen, Limburg, Netherlands) and was reverse transcribed using Superscript II RT (Invitrogen, CA, USA). Real–time RT-PCR was used to analyze mRNA expression (*n*=3 for each group) using the StepOnePlus (Applied Biosystems, CA, USA). Quantification was performed using the ∆∆CT method^24^. The housekeeping gene, glyceraldehyde-3-phosphate dehydrogenase, was used for internal normalization. Samples related to data sets in qRT-PCR are listed in Table 1. The primer sequences are listed in Table 3. Validation of the microarray results by quantitative real-time PCR are shown in the Table 4. The qRT-PCR raw data was deposited at figshare (Data Citation 1).

## Data Records

### Data record 1

Raw data from blood serum analyses of mice treated with resveratrol (RS), fed with Dongjin rice (DJ), or the resveratrol-enriched rice DJ526 (DJ526), the raw data for mouse behavioral tests of RS, DJ, and DJ526 groups, the raw data for qRT-PCR results of the livers of the mice of RS, DJ and DJ526 groups compared with Ctrl groups, Globally normalized data (Fold change raw data file), Z transformed data (Z-ratio raw data file), and the ARRIVE guidelines Checklist were deposited at figshare (Data Citation 1).

### Data record 2

In this study, we performed global gene expression analyses using Agilent’s Mouse Gene Expression 4X44K v2 Oligo Microarray (Agilent Technology, CA, USA) (39,429 probes). The data have been deposited in NCBI’s GEO (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession number GSE79109 (Data Citation 2).

## Technical Validation

### Validation of the microarray data by quantitative real-time PCR (qRT-PCR)

We performed whole-genome microarray and biosynthetic pathway analyses using liver samples of the mice fed with the resveratrol-enriched rice DJ526, Dongjin rice, treated with resveratrol alone, and control. 

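The microarray data came from the livers of 12 female C57BL/6N mice, 3 each of the Ctrl, RS, DJ and DJ526 groups, after 6 months on the diets. Each mouse was measured on 1 one-colour array of 44397 spots, of which 43020 were not control spots and stood for 39429 probes. The authors deposited the output of the Feature Extraction software for each array. Between 73.0% and 80.8% of the non-control spots of an array were well above background, and no spot was saturated. The signal that the software reports after background subtraction had a 75th percentile between 953 and 1167 per array. For the values given here, the signals of the spots of one probe were averaged, without the 93 to 197 spots per array that carried an outlier flag, log2 was taken, and log2 of the 75th percentile of the array was subtracted. The files name probes by accession, and 69.8% of the probes could be given a gene symbol. A gene of Table 4 with several probes is represented by its brightest probe. Where a probe was not well above background on any array of a group, its level there is only a limit, and the brighter group is given as at least N-fold higher, its mean against the lowest signal that counted as well above background on the dim arrays, or the probe's own signal there if higher.

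Over the 27283 probes well above background on every array, the SD of the log2 difference between 2 arrays was 0.330 to 0.522 within a group. Between groups it was 0.334 to 0.564. Dimmer probes are not in these values. Each slide held 4 arrays. The 3 Ctrl arrays shared slide 1 with DJ replicate 1, slide 2 held DJ replicates 2 and 3 and RS replicates 1 and 2, and slide 3 held RS replicate 3 and the 3 DJ526 arrays. Diet and slide therefore went together in large part. Every array had both probes of Xist well above background and none of the 5 probes of 4 Y-linked genes. In a supplementary sample table, the column of array identifiers lists RS and DJ the other way round from the labels of the arrays. The assay names in it go with the labels, and the labels were followed. The number of mice limits the precision of each mean, and an exact two-sided permutation test of 3 mice against 3 cannot go below p = 0.1.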

To verify the validity of our microarray data on transcriptional differences, qRT-PCR was performed using RNA from the same liver samples as the microarray analyses, in addition to studying the genes as determined by the microarray analyses. As can be seen in Fig. 2 and Table 4, there is a good correlation between results obtained with the microarray data and those using qRT-PCR. 

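Across the 12 genes of Table 4, the log2 fold change of the arrays was set against log2 of the qRT-PCR level the paper gives, for each of the 3 groups. Pearson's r was 0.761 for RS (permutation p = 0.00219, Benjamini-Hochberg adjusted over 6 relations 0.00657), 0.767 for DJ (permutation p = 0.00395, adjusted 0.0079) and 0.716 for DJ526 (permutation p = 0.00953, adjusted 0.0122). Spearman's rho was 0.601 (permutation p = 0.0415, adjusted 0.0415), 0.818 (permutation p = 0.00191, adjusted 0.00657) and 0.727 (permutation p = 0.0101, adjusted 0.0122). With the probes whose accession Table 3 gives, which differ for Sub1 and Spock1 and were tried after the values were seen, r was 0.777, 0.802 and 0.720 (RS, DJ, DJ526). These relations are across genes, which are not independent replicates. The 2 genes farthest from the median array fold change were Sult2a4 and Pde5a in RS and DJ, and Sult2a4 and Gpr31c in DJ526. Without them r was 0.737 in RS (permutation p = 0.0145), 0.648 in DJ (permutation p = 0.0471) and 0.627 in DJ526 (permutation p = 0.0553), so that the relation in DJ526 no longer passed p = 0.05. The 3 Sult2a genes had the highest qRT-PCR levels in each group. Over the other 9 genes r was 0.176 in RS (permutation p = 0.642), 0.421 in DJ (permutation p = 0.272) and 0.426 in DJ526 (permutation p = 0.254), and in none of the groups did it pass p = 0.05. The paper sets the qRT-PCR levels beside the array values in Table 4 and reasons from this comparison to the correlation it states.

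**Figure D1:**
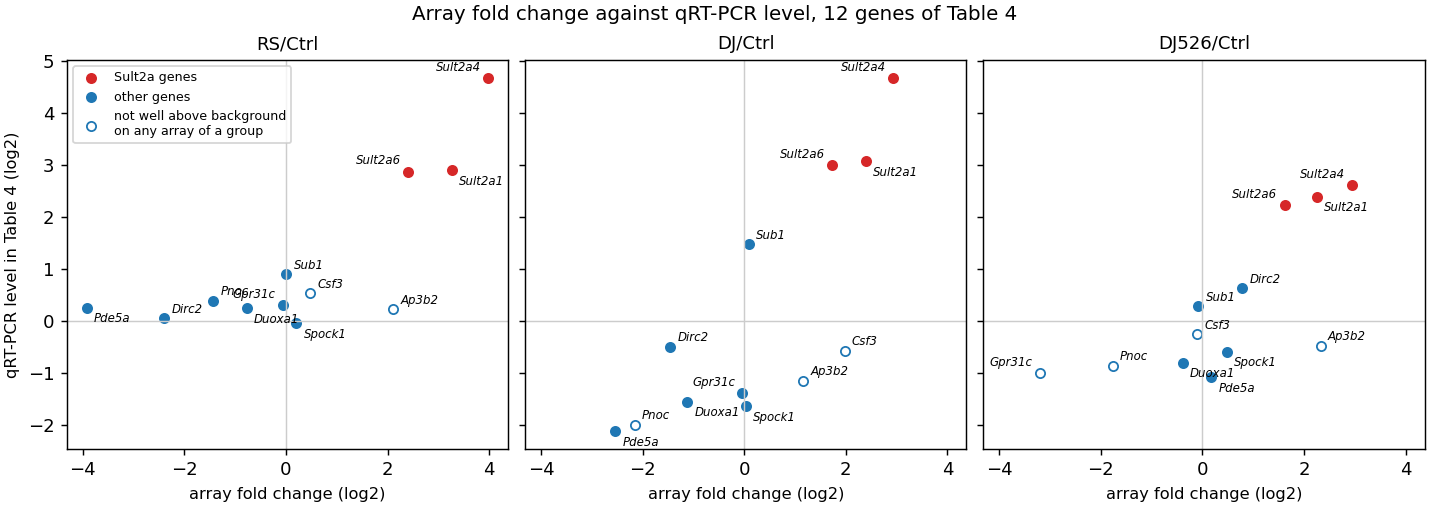
Log2 fold change on the arrays (horizontal axis) against log2 of the qRT-PCR level in Table 4 (vertical axis) for the 12 genes, in RS, DJ and DJ526 relative to Ctrl. Each point is 1 gene, red for the 3 Sult2a genes, and open where the probe was not well above background on any array of a group compared; the Sult2a genes lie at the top of each panel and the other 9 genes show r between 0.176 and 0.426.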

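Of the 36 pairs of a gene and a group in Table 4, 23 had the same direction from Ctrl in the ratio of average intensities on the arrays and in the paper's qRT-PCR levels, 7 of 12 genes in RS, 9 of 12 in DJ and 7 of 12 in DJ526. By the log2 fold change it was 6, 9 and 8, since Gpr31c in RS and Csf3 in DJ526 change sign between the 2 scales. The 3 Sult2a genes account for 9 of the 23, and of the 9 other genes 4, 6 and 4 went the same way by the ratio. With the probes whose accession Table 3 gives for Sub1 and Spock1, in place of the brightest ones, the directions were alike in 8, 10 and 9 of 12 genes. On the arrays, the values of the 3 mice did not overlap those of the 3 Ctrl mice for 7 of the 12 genes in RS, 3 in DJ and 7 in DJ526. Chance gives 10% of genes, but the study chose these genes on the same arrays, so that an excess over chance is no independent evidence. In limma, 6, 2 and 2 of the 12 genes passed an adjusted p of 0.05 against Ctrl adjusted over the list alone, and 0, 0 and 1 when adjusted over all probes; the first carries the same reservation. For DJ526 against DJ and against RS, 4 and 3 genes passed adjusted over the list alone and 1 each over all probes. For the 3 Sult2a genes and Pde5a, the SD between mice was larger in DJ than in the other groups. Sult2a4 was 5.29 and 5.03 in DJ replicates 1 and 2 and -0.85 in DJ replicate 3 (log2 signal minus the 75th percentile), where the Ctrl mice had 1.08, -0.22 and -0.20, and Pde5a was 0.98 in DJ replicate 1 and -3.53 and -2.57 in DJ replicates 2 and 3.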

Patterns of gene expression and differences in them were replicated, indicating that this is not a statistical artifact. 

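For Sult2a4, the log2 signal minus the 75th percentile of the array was 0.22 ± 0.742 (SD, n = 3) in Ctrl, 4.20 ± 0.695 (SD, n = 3) in RS, 3.16 ± 3.47 (SD, n = 3) in DJ and 3.17 ± 1.52 (SD, n = 3) in DJ526. DJ526 differed from DJ by a log2 fold change of 0.01 (standard error 1.37, adjusted p = 0.998 from limma) and from RS by -1.03 (adjusted p = 0.986 from limma). As a ratio of average intensities to those of Ctrl, Sult2a4 was 15.6 ± 11.9 in RS, 18.8 ± 19.2 in DJ and 10.4 ± 12.7 in DJ526. This is the form of fold change in the paper's methods, but with the intensities divided by the 75th percentile of the array. The ± values carry the SD of the group and that of Ctrl through the ratio (n = 3 mice per group). On this scale DJ526 was the lowest of the 3 by less than these ± values, which include the SD of the shared Ctrl mice. From the globally normalized table the ratios were 15.9, 18.5 and 10.6, and over the 12 genes of Table 4 that table gave 27 of the 36 fold changes as the paper prints them, to 2 decimals. Sult2a1 had a log2 fold change of -0.14 in DJ526 against DJ (standard error 1.22, adjusted p = 0.976 from limma) and -1.01 against RS (adjusted p = 0.986 from limma), with 4.64 ± 1.32 in DJ526, 4.78 ± 3.10 in DJ and 5.65 ± 0.629 in RS (SD, n = 3). Sult2a6 had -0.11 against DJ (standard error 0.913, adjusted p = 0.974 from limma) and -0.79 against RS (adjusted p = 0.986 from limma), with 5.22 ± 0.945 in DJ526, 5.33 ± 2.27 in DJ and 6.01 ± 0.386 in RS (SD, n = 3). Each of these differences lay within the spread between mice. The SD of DJ comes from replicate 3, and with it left out the log2 fold change of DJ526 against DJ was -1.99 for Sult2a4, -1.93 for Sult2a1 and -1.42 for Sult2a6, whereas without DJ replicate 1 it was 1.07, 0.84 and 0.59. With the slide as a block, DJ526 against DJ was 1.70, 1.51 and 1.09 and DJ526 against RS -0.61, -0.56 and -0.46 for the same 3 genes.

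Sub1, read by its brightest probe, was 4.51 ± 0.0734 in DJ526, 4.68 ± 0.0847 in DJ, 4.60 ± 0.174 in RS and 4.59 ± 0.116 in Ctrl (SD, n = 3). DJ526 was lower than DJ by a log2 fold change of -0.17 (standard error 0.0951, adjusted p = 0.581 from limma), with no overlap between the 3 mice of each group (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow), and its difference from RS was -0.09 (adjusted p = 0.986 from limma). The probe with the accession that Table 3 gives for Sub1 was another one, not well above background on any array; its ratios to Ctrl were 2.55 in RS, 3.72 in DJ and 2.04 in DJ526, in the order the paper gives. Gapdh, the reference of the qRT-PCR, was within -0.08 to -0.00 of Ctrl in the 3 groups by its brightest probe (log2, limma), whose sign in DJ and DJ526 changed with the scaling, and between -0.35 and -0.10 by its other 6 probes, none past the threshold.

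**Figure D2:**
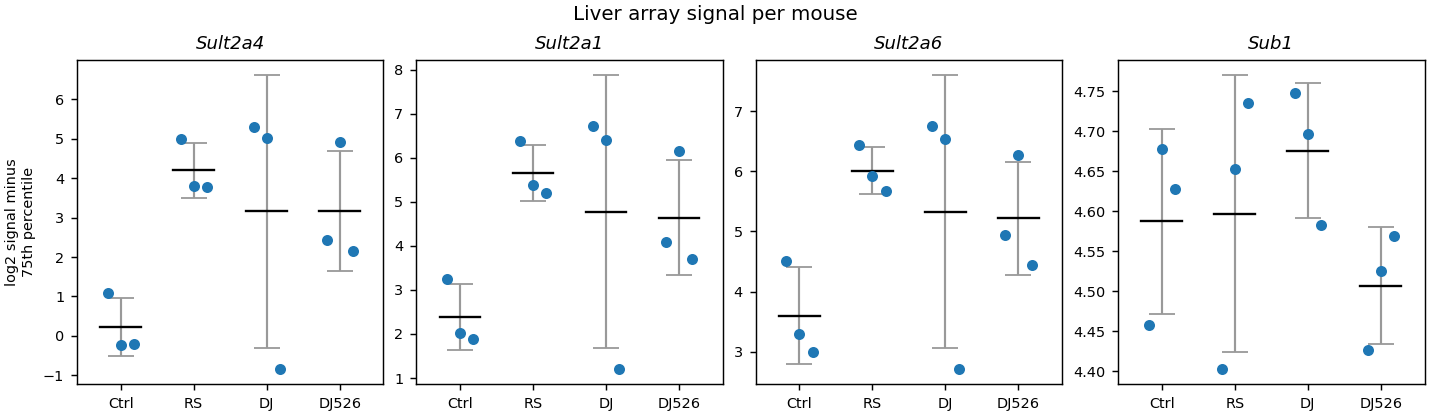
Log2 signal minus the 75th percentile of the array (vertical axis) of Sult2a4, Sult2a1, Sult2a6 and Sub1 in each mouse, by group. Points are mice, black bars group means and grey bars 1 SD; DJ replicate 3 lies near or below the Ctrl mice for the 3 Sult2a genes, and Sub1 spans only 4.51 to 4.68 between group means.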

Broadly speaking, gene expression changes could be grouped into lower expression of *Sult2a4, Sult2a1, Sub1,* and *Sult2a6* in DJ526 than that in DJ and RS. 

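Among Pde5a, Csf3, Duoxa1, Pnoc, Ap3b2, Gpr31c and Spock1, Pde5a differed most between the groups that were well above background. Its log2 signal minus the 75th percentile was 0.83 ± 0.665 in Ctrl, -3.08 ± 0.834 in RS, -1.71 ± 2.38 in DJ and 1.00 ± 0.0647 in DJ526 (SD, n = 3). Against Ctrl this was a log2 fold change of -3.91 in RS (standard error 0.910, adjusted p = 0.466 from limma; 0.00809 adjusted over the list alone), -2.54 in DJ (adjusted p = 0.877 from limma) and 0.17 in DJ526 (adjusted p = 0.960 from limma). With the slide as a block these were -0.35, 0.15 and 2.79. In Gpr31c the groups Ctrl, RS and DJ lay between -5.57 and -5.52, within 0.06 of each other, and the probe was not well above background on any DJ526 array. It was at least 3.15-fold lower in DJ526 than in Ctrl (adjusted p = 0.0305 from limma), at least 3.07-fold lower than in DJ (adjusted p = 0.0231 from limma) and at least 3.03-fold lower than in RS (adjusted p = 0.0261 from limma), the only gene of the 7 that passed the threshold over all probes. With the slide as a block it passed only against RS. Its probe lies in the lower left part of the array, as do those of Pde5a and Csf3.

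The other 5 genes were dim, and none passed an adjusted p of 0.05 in limma over all probes. Csf3 was well above background in DJ alone, at least 2.16-fold higher than in Ctrl (adjusted p = 0.750 from limma), and no fold is given for RS and DJ526. Pnoc was well above background on all 3 Ctrl arrays, on 1 RS array and on no DJ or DJ526 array. It was at least 2.08-fold lower in DJ and at least 2.19-fold lower in DJ526 than in Ctrl, and its log2 fold change in RS was -1.43 (standard error 0.636, adjusted p = 0.825 from limma). Ap3b2 was not well above background on any Ctrl array. It was at least 1.1-fold higher in RS, where 1 array measured it, and at least 1.28-fold higher in DJ526, where 3 did. In DJ 1 array measured it and the mice overlapped those of Ctrl, so that no fold is given (log2 fold change 1.16, adjusted p = 0.953 from limma). Duoxa1 had log2 fold changes of -0.77 in RS, -1.12 in DJ and -0.39 in DJ526 (standard error 0.562), and Ctrl replicate 2 alone set its sign in RS and DJ526, where it became 0.03 and 0.40 without that mouse. The other Duoxa1 probe, dimmer and also with the accession in Table 3, was at least 1.92-fold lower in DJ than in Ctrl with no overlap, and had log2 fold changes of -0.57 in RS and -1.83 in DJ526, none past the threshold in limma. Spock1 had 0.20 in RS, 0.03 in DJ and 0.47 in DJ526 (standard error 0.187), and all 3 mice of RS and of DJ526 exceeded every Ctrl mouse (exact two-sided permutation p = 0.1 for each). The Spock1 probe with the accession in Table 3 is a dimmer one and went the other way, at least 2.27-fold lower in DJ526 than in Ctrl (adjusted p = 0.132 from limma), with -1.16 in RS and -0.26 in DJ.

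**Figure D3:**
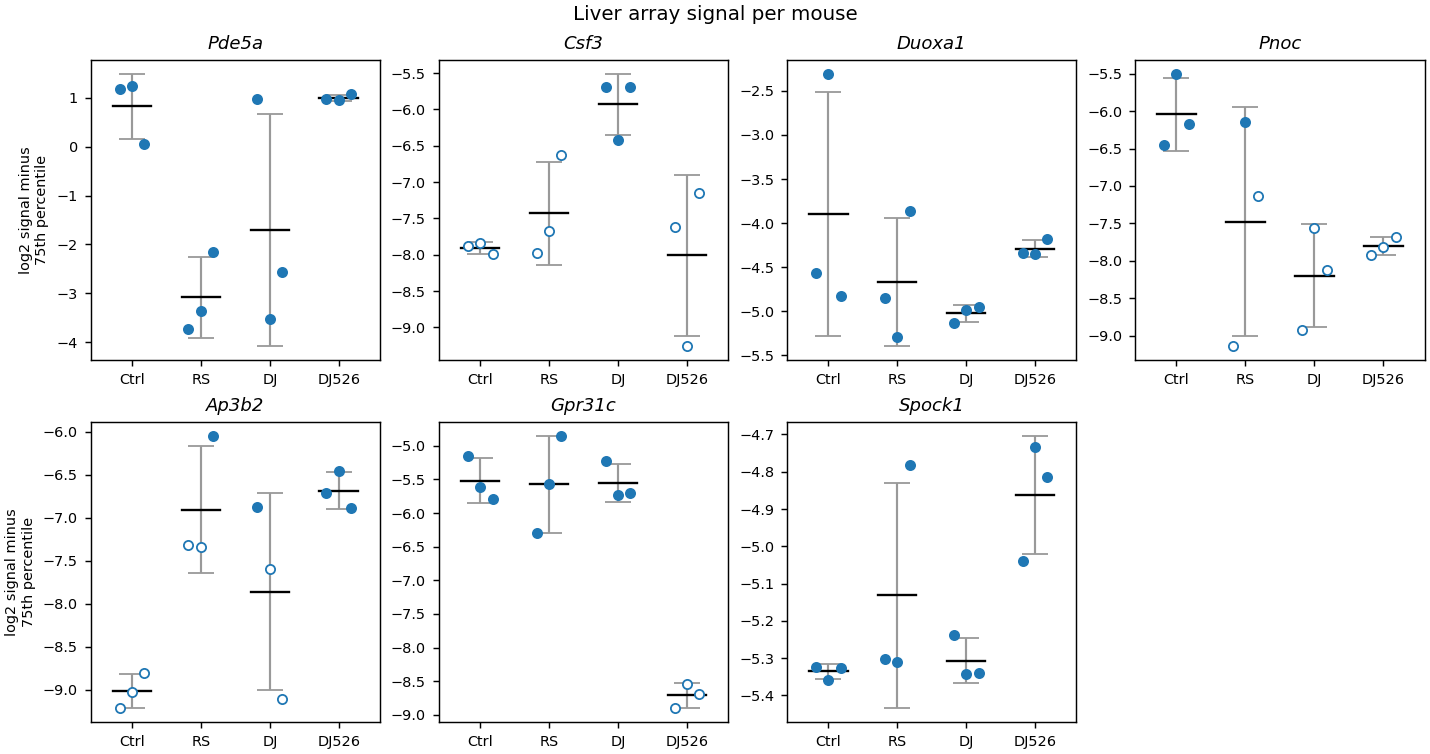
Log2 signal minus the 75th percentile of the array (vertical axis) of the 7 genes in each mouse, by group. Filled points are mice whose probe was well above background and open points mice whose probe was not; black bars are group means and grey bars 1 SD, and Pde5a is low in the 3 RS mice and in 2 of the 3 DJ mice.

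**Figure D4:**
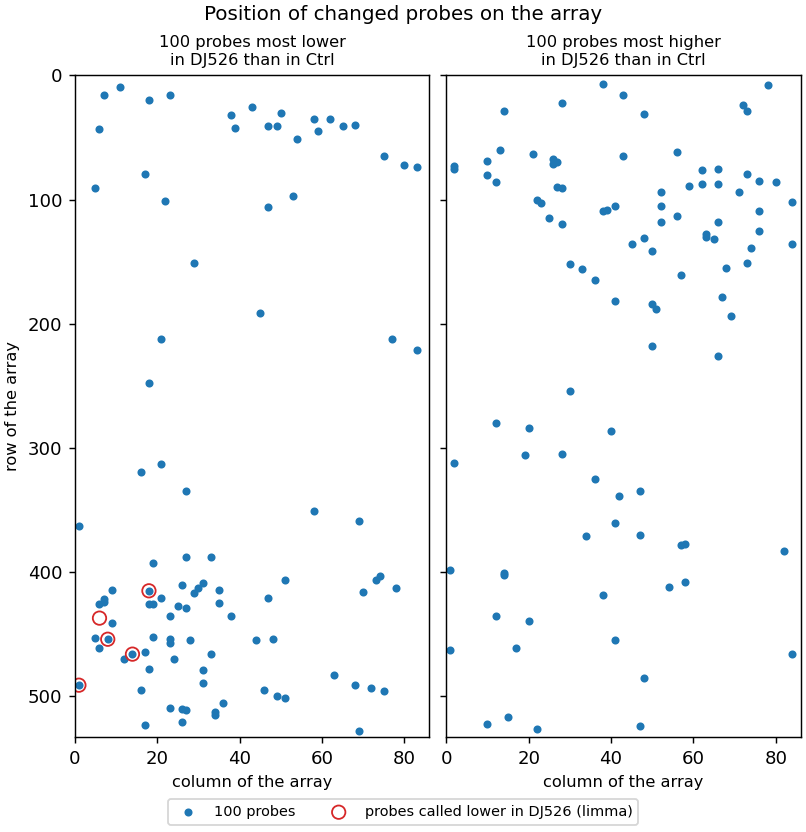
Place on the array (column against row) of the 100 probes with the largest log2 fold change downwards (left) and upwards (right) in DJ526 against Ctrl. Red circles mark the 5 probes that limma called lower in DJ526, Gpr31c among them at row 491 and column 1; 48 of the 100 lower probes and 12 of the 100 higher ones lie in the lower left part.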

Several genes such as *Pde5a, Csf3, Duoxa1, Pnoc, Ap3b2, Gpr31c,* and *Spock1* are commonly regulated by DJ and DJ526, but not by resveratrol.

## Additional Information

**How to cite this article**: Chung, H.-J. *et al.* Gene expression profiles and physiological data from mice fed resveratrol-enriched rice DJ526. *Sci. Data* 3:160114 doi: 10.1038/sdata.2016.114 (2016).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
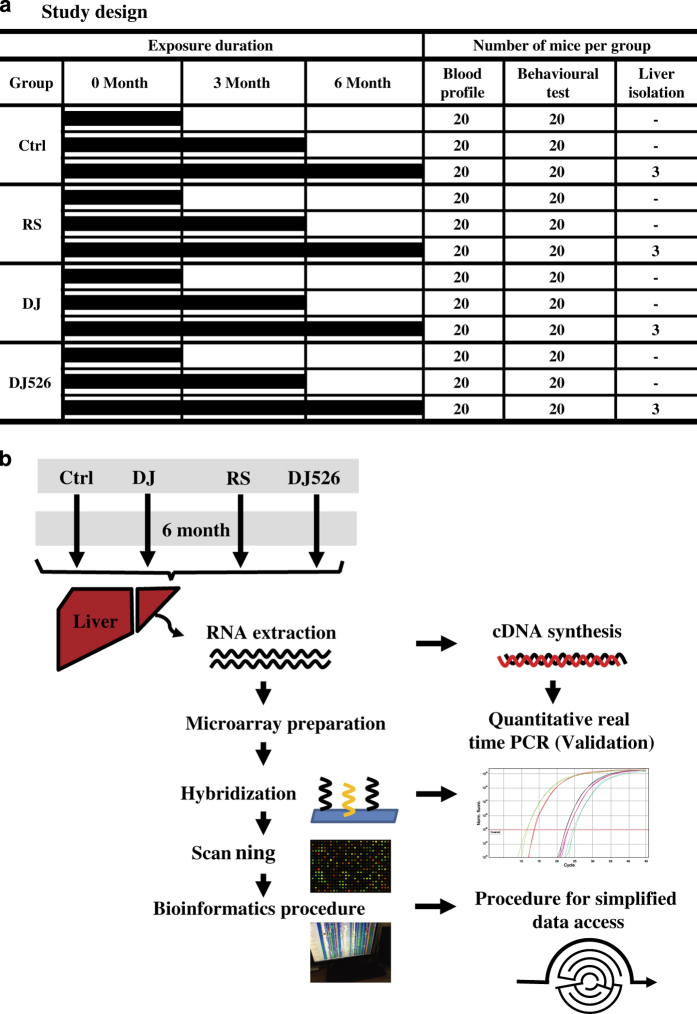
Experimental design. (**a**) The study design entailed four different exposure groups and three time points (0, 3, and 6 months), where mice were allocated for each category. The number of mice assigned to each exposure group for each time point and design are summarized. (**b**) Schematic illustration of microarray analysis. For detailing gene expression patterns of the four mouse groups, we performed whole-genome microarray and pathway analyses using the liver samples of mice fed with the resveratrol-enriched rice DJ526 (DJ526), Dongjin rice (DJ), treated with resveratrol alone (RS), and control (Ctrl).

**Figure 2:**
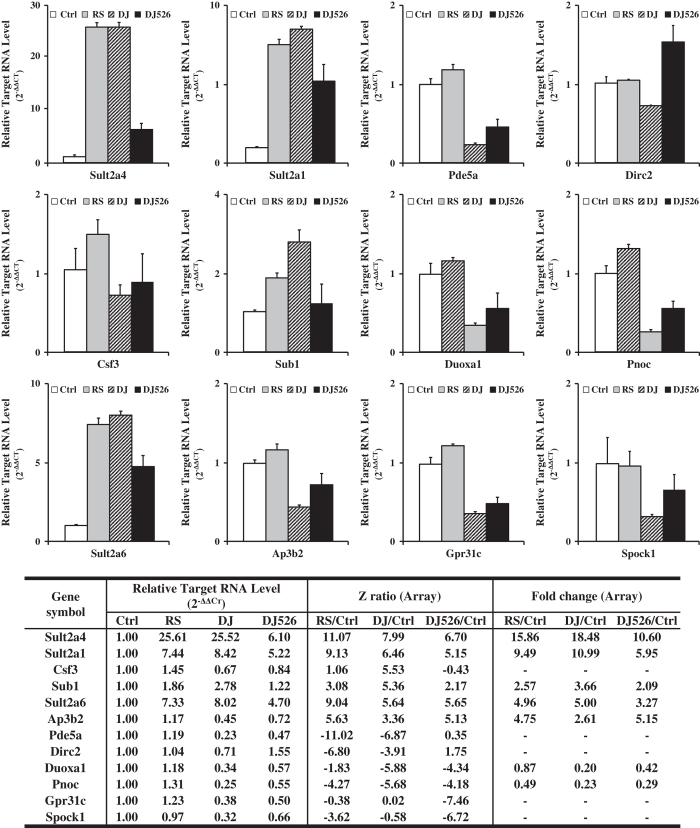
Quantitative real-time PCR data from the mice treated with resveratrol (RS), fed with Dongjin rice (DJ), resveratrol-enriched rice DJ526 (DJ526), and control (Ctrl) diet. Total RNA from the liver samples of Ctrl, RS, DJ, and DJ526 groups was amplified using the primers specific for the indicated targets.

**Table 1:** Samples related to data sets in microarray and qRT-PCR (RNA-extraction quality).

**Sample ID**	**Gender**	**Age**	**Conc. (ng μl^−1^)**	**OD**_**260/280**_	**OD**_**260/230**_	**Result**
Ctrl-1	female	6 month	1,185.9	1.90	2.30	Pass
Ctrl-2	female	6 month	1,501.3	1.89	2.27	Pass
Ctrl-3	female	6 month	1,650.1	1.90	2.27	Pass
DJ-1	female	6 month	1,135.1	1.82	2.34	Pass
DJ-2	female	6 month	1,222.6	1.93	2.23	Pass
DJ-3	female	6 month	1,235.6	1.90	2.31	Pass
RS-1	female	6 month	1,186.6	1.91	2.31	Pass
RS-2	female	6 month	1,072.8	1.80	2.37	Pass
RS-3	female	6 month	1,432.3	1.99	2.17	Pass
DJ526-1	female	6 month	1,459.5	1.87	2.29	Pass
DJ526-2	female	6 month	1,495.9	1.97	2.21	Pass
DJ526-3	female	6 month	1,052.2	1.87	2.37	Pass

**Table 2:** Samples related to data sets in microarray (cRNA-labeling efficiency).

**Sample ID**	**Cy3 (pmol μl^−1^)**	**Constant**	**cRNA Con. (ng μl^−1^)**	**OD**_**260/280**_	**Yield (μg)**	**Specific Activity (total)**
Ctrl-1	4.59	40	278.5	2.17	8.355	16.48
Ctrl-2	4.74	40	285.1	2.20	8.553	16.63
Ctrl-3	4.99	40	301.1	2.16	9.033	16.57
DJ-1	3.95	40	250.6	2.19	7.518	15.76
DJ-2	4.37	40	273.9	2.16	8.217	15.95
DJ-3	4.96	40	289.1	2.14	8.674	17.15
RS-1	4.60	40	284.0	2.18	8.521	16.20
RS-2	4.79	40	294.2	2.21	8.825	16.28
RS-3	4.43	40	280.3	2.17	8.410	15.80
DJ526-1	4.05	40	251.9	2.19	7.558	16.08
DJ526-2	4.52	40	288.7	2.18	8.660	15.66
DJ526-3	4.66	40	289.4	2.16	8.683	16.10
Constant: RNA (40) as the sample type.						
$\mathrm{Yield}:\frac{\left(\text{Concentration}\;\mathrm{of}\;\text{cRNA})\times 30µl\;(\text{Elution}\;\text{volume}\right)}{1000}=µg\;\mathrm{of}\;\mathrm{cRNA}$.						
$\mathrm{Specific activity}:\frac{\mathrm{Concentration}\;\mathrm{of}\;\mathrm{Cy3}}{\mathrm{Concentration}\;\mathrm{of}\;\mathrm{cRNA}}\times 1000=\text{pmol}\;\mathrm{Cy3}\;\mathrm{per}\;µg\;\mathrm{cRNA}$.						

**Table 3:** List of primer used for quantitative real-time PCR.

**Primer name**	**Accession No.**	**Nucleotide Sequence (5′→3′)**	**5′ position**	**Target length**
Sult2a4-F	NM_001101534.1	TCCAGGGTCACTCAGAACTT	423	72
Sult2a4-R	NM_001101534.1	TGCTCAAACCATGATCCATA	494	72
Sult2a1-F	NM_001111296.2	CCAGGGTCACTCGGAACTTA	481	70
Sult2a1-R	NM_001111296.2	GCTCAAACCATGATCCGAAT	550	70
Pde5a-F	NM_153422.2	CGGCCCAAACCCTTAAAATT	1,707	70
Pde5a-R	NM_153422.2	AGCGCTGTTTCCAGATCAGA	1,776	70
Dirc2-F	NM_153550.3	GGCCCCAAAGAAGTAAATGC	4,349	70
Dirc2-R	NM_153550.3	GGTGTGTGGAGGCGATAAGC	4,418	70
Csf3-F	NM_009971.1	AGGAACGAAGTCCCTAAAGAA	1,139	77
Csf3-R	NM_009971.1	CAGGGCCCTAAAAAAGGAAT	1,215	77
Sub1-F	ENSMUST00000110504	CGAGACTTTGGATCCGTGTT	85	74
Sub1-R	ENSMUST00000110504	CTGCCTGAAGAGCTTGAAGA	158	74
Duoxa1-F	NM_145395.2	CATTCCTCTGCTGGCTACTG	645	70
Duoxa1-R	NM_145395.2	AGCATGTGGCCACCATAAAC	715	70
Pnoc-F	NM_010932.2	GCCCCATCTTCTCACTCATC	1,170	70
Pnoc-R	NM_010932.2	CCCAGGTCTGATTTCATGTT	1,239	71
Sult2a6-F	NM_001081325.2	GGAAAAATTTAGGGCCAGAT	645	71
Sult2a6-R	NM_001081325.2	GTTTTCTTTCATGGCTTGGA	715	71
Ap3b2-F	NM_021492.3	CCTCCCATGGTTGTGTCTAC	2,775	74
Ap3b2-R	NM_021492.3	GGCACCAGAGAGGAGTCTGT	2,848	74
Gpr31c-F	NM_001013832.2	TCATCTGGCTTCTGATGGTT	410	72
Gpr31c-R	NM_001013832.2	CCGTGGAATTCTGGGTAGTC	481	72
Spock1-F	NM_009262.3	ATTCGAATTCCCCTTCTTGA	3,147	72
Spock1-R	NM_009262.3	CACCGGGTATATTCATTTCC	3,218	72
GAPDH-F	NM_008084.3	GGCATTGCTCTCAATGACAA	1,132	95
GAPDH-R	NM_008084.3	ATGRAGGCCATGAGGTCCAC	1,226	95
F, forward; R, reverse.				

**Table 4:** Validation of the microarray results by qRT-PCR.

**Gene symbol**	**Relative Target RNA Level (2**^**−ΔΔCт**^)				**Z ratio (Array)**			**Fold change (Array)**		
	**Ctrl**	**RS**	**DJ**	**DJ526**	**RS/Ctrl**	**DJ/Ctrl**	**DJ526/Ctrl**	**RS/Ctrl**	**DJ/Ctrl**	**DJ526/Ctrl**
Sult2a4	1.00	25.61	25.52	6.10	11.07	7.99	6.70	15.86	18.48	10.60
Sult2a1	1.00	7.44	8.42	5.22	9.13	6.46	5.15	9.49	10.99	5.95
Pde5a	1.00	1.19	0.23	0.47	−11.02	−6.87	0.35	0.07	0.39	1.09
Dirc2	1.00	1.04	0.71	1.55	−6.80	−3.91	1.75	0.55	0.19	1.75
Csf3	1.00	1.45	0.67	0.84	1.06	5.53	−0.43	1.53	3.98	1.13
Sub1	1.00	1.86	2.78	1.22	3.08	5.36	2.17	2.57	3.66	2.09
Duoxa1	1.00	1.18	0.34	0.57	−1.83	−5.88	−4.34	0.87	0.20	0.42
Pnoc	1.00	1.31	0.25	0.55	−4.27	−5.68	−4.18	0.49	0.23	0.29
Sult2a6	1.00	7.33	8.02	4.70	9.04	5.64	5.65	4.96	5.00	3.27
Ap3b2	1.00	1.17	0.45	0.72	5.63	3.36	5.13	4.75	2.61	5.15
Gpr31c	1.00	1.23	0.38	0.50	−0.38	0.02	−7.46	1.04	0.96	0.11
Spock1	1.00	0.97	0.32	0.66	0.35	0.20	0.95	1.18	1.00	1.43

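The Z ratio of each gene was computed from the arrays by the methods' formula. Among the genes well above background on every array of both groups, the largest value was that of Sult2a4, 11.2 in RS, 8.19 in DJ and 6.73 in DJ526, which rank 2, 4 and 14 by size among the 39429 probes of their comparisons. With the probe that represents each gene, 13 of the 36 pairs of a gene and a group met the methods' criterion (a Z ratio beyond 1.5 and an unadjusted p under 0.05), 6 in RS, 2 in DJ and 5 in DJ526, with any probe of the gene 19 did, and with the probes whose accession Table 3 gives 7, 3 and 7 did. In 6 of the 13 pairs, 1 of the 2 groups had no array with the probe well above background, so that the Z ratio is no measured size. These include both pairs in DJ, Csf3 and Pnoc. Sult2a4 in DJ did not meet it, with an SD of 9.76 that combines the DJ and the Ctrl mice. Neither did Pde5a in DJ, -7.03 with such an SD of 6.81.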

The targets were selected based on the Z scores obtained by the microarray analyses, which were provided for the purposes of comparison. Note that Z score numbers reflect statistical confidence and do not relate directly to fold-change.

How the deposited data were processed for this re-analysis (not part of the article)

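Liver RNA of 12 mice, 3 each of Ctrl, RS, DJ and DJ526, was measured on 12 one-colour arrays. The authors deposited, for each array, the signal intensity of every spot as the Feature Extraction software (version 11.5.1.1, per the file headers) reports it, that is, the median pixel, the local background and a processed signal after background subtraction, on a linear scale. The authors also deposited a table of globally normalized intensity values, which are the processed signal times 1 factor per array. The deposited scanner output had no mean pixel, so that the median pixel was used where an alternative called for it. The conditions were taken from the labels of the arrays.

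The mean processed signal of the spots of a probe, without spots flagged as outliers, was put on the log2 scale, and log2 of the 75th percentile of the array was subtracted; the authors deposited no log2 values. Control spots were left out. In all, 68 probes lacked a value on some array. Probes were named by RefSeq accession (27508 probes) or by the accessions of the paper's primer table (3 probes), and 11918 had no name. Depth was read as signal over background. The median signal of an array was 89.7 to 115, and the share of spots well above background is given with the data. limma (version 3.58.1, in R 4.3.3) was fitted with 1 mean per group and an empirical Bayes prior that follows the mean signal (median prior degrees of freedom 2.98, residual degrees of freedom 8), and p-values were adjusted by Benjamini-Hochberg over all probes with a threshold of 0.05. The comparisons were RS, DJ and DJ526 against Ctrl, DJ526 against DJ and RS, the difference between the effects of resveratrol on the 2 diets, and rice against starch and sucrose. The methods' t-test and SAM were run on the same log2 values, the ratio of average intensities on the linear intensities divided by the 75th percentile of the array, where the paper used globally normalized ones, and the Z ratio by the paper's formula on the processed signal. Relations with the paper's qRT-PCR levels were tested with 100000 random permutations of the genes (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15; figures with matplotlib 3.10.9). The genes named were every gene of Table 4 and Gapdh, up to 5 called probes with the largest change that were well above background on every array of both groups and did not overlap, and members of a reported list. A gene with several probes was read by its brightest probe. For Sub1 and Spock1 this is not the probe with the accession in Table 3, and values of the latter are given where they differ.

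The tools were tested on simulated data with the means and spread of the real probes and 200 changed probes. limma recovered 38.5% to 41.5% of changes of 1 log2 unit in a comparison of 2 groups, 73.5% to 83% of changes of 2 and 84.5% to 91% of changes of 3. For changes of 1 it recovered 18% in the difference between effects and 57% in rice against starch and sucrose. SAM recovered 0% to 0.5% of changes of 1 and 59.5% to 77% of changes of 2. The adjusted t-test recovered 0% to 3.5% and 26.5% to 39.5%. Few calls by these tools therefore do not exclude changes of 1 log2 unit. The Z ratio criterion made 537 to 662 false calls in the same simulations.

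Gene lists (14), written before the data were examined, were tested with fry and camera from limma. The alternatives set before the data were examined were other background corrections, scalings and filters, the variance trend, blocks for slide and replicate number, the groups in the fit, the t-test and SAM, the deposited table, an exchange of DJ and RS, and leaving out each mouse. normexp was first run on all spots and failed on DJ replicates 2 and 3, where flagged spots had a very high local background; it was then run without the 742 to 1129 spots per array with such a flag, a change made after its first counts were seen. Blood and behaviour measurements and the qRT-PCR raw data were not used here.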

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

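The tests of position on the array, of other probes of the same genes, of the slide, and of a Ctrl array under the DJ label were chosen after the results were seen, and so were the bounds of the lower left part.

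The paper does not discuss the olfactory receptor genes Olfr638, Olfr1349 and Olfr209 or the probe A_55_P2180957, all of which limma called lower in DJ526. Olfr638 was -3.11 against RS, Olfr1349 -2.28 against DJ, A_55_P2180957 -2.56 against DJ (not well above background on any DJ526 array) and Olfr209 -2.15 against RS (log2). Each was lower in 3 of 3 DJ526 mice than in any mouse of the other group. With 3 mice against 3 there are 10 splits of the arrays, and in each of the 3 comparisons with DJ526 only 1, the real one, gave as many calls (1 of 10 against Ctrl, 1 of 10 against DJ and 1 of 10 against RS); this is the smallest share the design allows, so that no outcome could have excluded chance. The 100 probes that fell most in DJ526 against Ctrl lay close together on the array. The median distance to the nearest of them was 6.96, where random sets had a median of 10.3, but probes that rose in DJ526 and probes that changed in DJ also lay close together, so that this distance decides little. A count by tile, added after that, found 33 of the 100 in 1 of 12 tiles, against at most 23 in random sets and 15 to 20 in the other sets of changed probes. Dim probes in the lower left part were lower than elsewhere by -0.34, -0.28 and -0.20 in the 3 DJ526 arrays and by -0.05 in RS replicate 3 on the same slide, and bright probes by no more than -0.04 on any array. In this part 1.96% of the probes fell by more than 1.5 log2 units in DJ526 against Ctrl, and 0.349% elsewhere. The place on the array may therefore contribute to these calls. The shift of the dim probes was far smaller than the called changes, however, and does not account for their size. Olfr638, Olfr1349 and Olfr209 were also well above background on all 3 DJ526 arrays. RS replicate 3, on the slide of the DJ526 arrays, had Olfr638 at -2.42, above the DJ526 mean of -5.93, so that the slide alone is not the whole of it. An effect of the DJ526 diet stays open and was not tested apart from the position.

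In 4 genes of Table 4, DJ526 against DJ differed from RS against Ctrl, in a test of the difference adjusted over that list alone. DJ526 and Dongjin rice differ by the transferred gene, so the test cannot tell resveratrol from other effects of that gene. The differences were 6.62 for Pde5a (adjusted p over the list 0.00129 from limma), 4.63 for Dirc2 (0.00113), -2.56 for Csf3 (0.0147) and -3.10 for Gpr31c (0.000628). Over all probes the adjusted p-values were 0.400, 0.373, 0.602 and 0.273, none past the threshold, and the study chose the list on these arrays. Csf3 was not well above background in 3 of the 4 groups and Gpr31c not in DJ526, so that neither value is a measured fold. The Gpr31c probe lies in the lower left part of the array, where the tile count of 33 applies. With the slide as a block the differences were 3.00, 2.41, -3.60 and -4.15. Diet and slide went together in large part, so that the cause of these differences stays open.

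For Pde5a and Dirc2, which were low in the 3 RS mice and in DJ replicates 2 and 3, the slide follows the pattern in part. The 4 arrays of slide 2 were all low, and those of slide 1 all high. On slide 3, however, RS replicate 3 was -3.15 below the mean of the 3 DJ526 arrays in Pde5a, and it is the only array that departs from its slide, so that diet and slide cannot be told apart for the others. Altogether 23 probes shared the profile of Pde5a (r above 0.9), where 1000 permuted profiles gave at most 20. Their median distance to the nearest was 16.12, where random sets had 22.5 (permutation p = 0.054 from random sets of probes, which does not settle the question of position). Other probes of 5 of these genes had a median log2 fold change in RS of 0.0147, against -0.693 for the probes that share the profile, so a reading specific to single probes might contribute. Pde5a and Dirc2 themselves have no other probe, which leaves this open. DJ replicate 1 had Pde5a at the Ctrl level but Sult2a4 5.07 above the mean of the Ctrl arrays on its own slide. This argues against a Ctrl array under the DJ label but does not exclude it, since Sult2a4 ranged from -0.85 to 5.29 within DJ. A Ctrl array under the DJ label stays open for DJ replicate 3 as well. That array had Sult2a4 near the Ctrl level and Pde5a at -3.40 from the Ctrl mean, but it is on slide 2, where all arrays were low in Pde5a. Of 100 probes that set DJ replicates 1 and 2 apart from Ctrl and from the RS arrays of slide 2, chosen without DJ replicate 3, it lay on the DJ side in 44, where Ctrl and RS arrays held out in the same way did in 16 to 59, so that this test does not decide. Against a Ctrl array, Per2 was at -1.67 in DJ replicate 3, against -0.64 to -0.41 in Ctrl and -0.69 and -0.53 in the RS arrays of slide 2, and Csf3 was at -5.69, against -7.99 to -7.84 and -7.98 and -7.68, and was well above background in the 3 DJ arrays and in none of these. Both were picked after their values were seen. Cages were assigned to groups, and an effect of the cage was not tested.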

How the results depend on the processing

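The alternative without the lower left part of the array, the probe with the primer table's accession and the form of normexp used here were chosen after the data were seen. The cause was not tested for any change below except where the construction of the alternative is named.

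RS and DJ against Ctrl, with 0 called probes in limma (2366 and 2057 at an unadjusted p under 0.05; 0 and 0 by SAM and by the methods' t-test after adjustment), had 1 and 8 with the slide as a block and 0 to 4 and 0 to 1 in leave-one-out fits; the 4 came without RS replicate 1. The difference between the effects of resveratrol had 17 with the slide block and 0 to 19 in leave-one-out fits, the 19 without DJ replicate 1. Rice against starch and sucrose had 3 with the slide block and 0 in every leave-one-out fit. Of the slide block it is known by construction that comparisons with Ctrl run through DJ replicate 1, the only other array on slide 1. Other splits of the arrays say nothing about these 4 results, since every split reaches a count of 0 (100 of 100 for the difference between effects, 100 of 100 for rice, 10 of 10 for RS and 10 of 10 for DJ).

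For DJ526 against Ctrl, DJ and RS (2, 4 and 3 called probes), normexp gave 0, 1 and 1, quantile normalization 9, 27 and 3, median scaling 4, 10 and 3, Z normalization 15, 24 and 16, the filter on dim probes 4, 14 and 8 (30123 probes tested), and the fit with no variance trend 0, 11 and 1. With the slide block the counts were 0, 4 and 40, of which 0 of the 4 and 3 of the 40 were among the probes called without it. With only the compared groups in the fit, which leaves fewer arrays to estimate the variance, they were 0, 0 and 0. The methods' t-test after Benjamini-Hochberg adjustment gave 0, 1 and 0, and SAM 55, 101 and 2. Without the lower left part of the array limma gave 0, 0 and 0 (3492, 3036 and 1396 at an unadjusted p under 0.05), by construction, since all called probes lie there. Leave-one-out counts ranged from 0 to 173, 0 to 107 and 0 to 28, each highest without RS replicate 3, where the 2, 4 and 3 probes were called again. Without DJ replicate 1 there were 23 against DJ and 15 against RS.

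The replicate numbers do not pair the arrays (6 of 18 pairs of arrays with the same number had deviations correlated above 0.1, against 14 of 36 with different numbers). With the replicate number as a block the counts for DJ526 were 0, 0 and 0 (4120, 3523 and 2052 at an unadjusted p under 0.05), and 0 calls were made among the Table 4 genes.

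Among the Table 4 genes, 3 pairs of a gene and a comparison were called, all Gpr31c. normexp gave 0, no variance trend 1, the slide block 2 (Gpr31c and Dirc2, both in DJ526 against RS), only the compared groups in the fit 0, the methods' t-test 0, the array without its lower left part 0, and leave-one-out fits 0 to 7, the 7 without DJ replicate 1. Over the alternatives other than leave-one-out, the adjusted p of Gpr31c in DJ526 against Ctrl reached 0.171, and 6 of 12 of them and 2 of 12 leave-one-out fits called it; against DJ 8 of 13 and 3 of 12 did, and against RS 7 of 13 and 3 of 12. Olfr638 was called against Ctrl in 6 of 12 and 3 of 12, against DJ in 9 of 13 and 6 of 12 and against RS in 9 of 13 and 10 of 12, Olfr1349 against DJ in 7 of 13 and 4 of 12, Olfr209 against RS in 6 of 13 and 3 of 12, and A_55_P2180957 against DJ in 6 of 12 and 3 of 12.

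Signs changed in several log2 fold changes that were not past the threshold. Sult2a4 in DJ526 against DJ was 0.00933, and -0.0177 with normexp, -0.0741 with median scaling, -1.03 with DJ and RS exchanged and -1.99 to 1.07 in leave-one-out fits; against RS it was 0.00933 with DJ and RS exchanged. Sult2a1 against DJ was 1.51 with the slide block and -1.93 to 0.84 in leave-one-out fits, and Sult2a6 against DJ 0.0754 with normexp, 1.09 with the slide block and -1.42 to 0.59 in leave-one-out fits. In each of the 3 genes the lowest value came without DJ replicate 3 and the highest without DJ replicate 1. Pde5a in DJ was 0.15 with the slide block, and in DJ526 -0.0673 with normexp and -0.21 to 0.37 in leave-one-out fits. Gpr31c in RS was 0.0836 with the slide block and -0.41 to 0.31 in leave-one-out fits, and in DJ 0.0142 with normexp, 0.0362 with quantile normalization, 0.00241 with Z normalization, 0.30 with the slide block and -0.20 to 0.15 in leave-one-out fits. Gapdh in DJ was 0.0295 with normexp, 0.0114 with median scaling and -0.0530 to 0.0380 in leave-one-out fits, and in DJ526 0.0374 with normexp, 0.00328 with Z normalization, 0.00357 with the deposited table and -0.11 to 0.0553 in leave-one-out fits. Dirc2 in RS was 0.18 with the slide block. Duoxa1 ranged over -1.23 to 0.0257 in RS and -0.86 to 0.40 in DJ526 in leave-one-out fits, and Spock1 in DJ over -0.00591 to 0.0471.

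The Z ratio criterion called 666, 539 and 1527 probes for RS, DJ and DJ526. With the median pixel it called 1247 in RS (516 higher and 731 lower), 675 in DJ (257 higher and 418 lower) and 1944 in DJ526 (1117 higher and 827 lower), so that the balance of directions turned round in RS and DJ. With an average z above 0 it called 125, 85 and 163, and with Benjamini-Hochberg adjustment 0, 0 and 0. With 1 mouse left out it called 533 to 672 in RS, 388 to 617 in DJ and 1145 to 1357 in DJ526. Of these, 247 to 423, 187 to 359 and 685 to 879 were well above background in a group, where all mice gave 394, 289 and 1017. The array and qRT-PCR correlations fell to 0.176, 0.421 and 0.426 without the 3 Sult2a genes, and in DJ526 to 0.627 without the 2 genes farthest from the median, in each case no longer past p = 0.05. In leave-one-out fits r was 0.720 to 0.797, 0.647 to 0.856 and 0.605 to 0.771, and with only the genes well above background on every array of at least 1 of the 2 groups 0.860, 0.816 and 0.714. Spearman's rho in RS passed p = 0.05 with all mice but not without Ctrl replicate 1 (0.580) or Ctrl replicate 3 (0.552), and without the 2 farthest genes neither RS (0.527) nor DJ526 (0.588) passed it; without the 3 Sult2a genes rho was 0.050, 0.617 and 0.500, none past it. With the probe that has the primer table's accession r was 0.777, 0.802 and 0.720. The gene lists, with 0 of 98 tests called by fry (4 at an unadjusted p under 0.05; 15 by camera with its preset correlation and 0 with an estimated one), had 0 to 3 in leave-one-out fits, the 3 without DJ replicate 3.

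Among the results of comparisons, 205 values kept their direction and side of the threshold or stayed within 1.5 times, 105 moved further and 4 were weaker. Among single genes 1403 values kept both, with 121 weaker, 45 reversed, 35 moved and 4 stronger. Signal over background limits the dim genes: Csf3, Pnoc, Ap3b2 and Gpr31c have at least 1 group in which no array was well above background.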

Differences from the paper's values

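Other probes of a gene were looked at after the values were seen; the remaining alternatives were set before the data were examined.

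For Sub1 the paper's array fold changes are 2.57 in RS, 3.66 in DJ and 2.09 in DJ526, and those of its brightest probe are 1.01, 1.06 and 0.944. The paper's Z ratios are 3.08, 5.36 and 2.17, and those of this probe are 0.110, 0.162 and -0.143. All alternatives set before the data were examined differ from the paper's values as well. The probe A_55_P1962986, which has the accession the paper's Table 3 gives for Sub1 and was looked at after the values were seen, has fold changes of 2.55, 3.72 and 2.04 and Z ratios of 3.11, 5.49 and 2.18 and so reaches the paper's values; it was not well above background on any array.

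For Dirc2 in RS the paper's fold change is 0.55 and the value here 0.192. Only with DJ and RS exchanged does it not differ, and with the other alternatives it does. In DJ the paper's value is 0.19 and the value here 0.558. The Z ratios of Dirc2 do not show this exchange.

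For Duoxa1 in DJ526 the paper's Z ratio is -4.34 and the value here -1.01. The difference is absent with the median pixel, with the filter on dim probes and without Ctrl replicate 1 or Ctrl replicate 3, and present with the other alternatives. The probe A_55_P2046443, looked at after the values were seen, has a Z ratio of -4.36.

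The paper states that Sult2a4, Sult2a1, Sult2a6 and Sub1 are lower in DJ526 than in DJ and RS. Here the log2 fold changes were 0.01, -0.14, -0.11 and -0.17 against DJ and -1.03, -1.01, -0.79 and -0.09 against RS, so that 7 of the 8 go in the paper's direction and none is past the threshold. As ratios of average intensities to Ctrl, Sult2a4 was 18.8 in DJ, 15.6 in RS and 10.4 in DJ526, Sult2a1 11.2, 9.31 and 5.82, and Sult2a6 5.08, 4.88 and 3.19, which is the paper's order. The Sub1 probe A_55_P1962986 also has the paper's order.

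The paper groups Pde5a, Csf3, Duoxa1, Pnoc, Ap3b2, Gpr31c and Spock1 as regulated by DJ and DJ526 and not by RS. In the paper's qRT-PCR levels 7 of the 7 genes are lower than Ctrl in DJ and DJ526, and in RS they lie between 0.97 and 1.45 (the paper's values). On the arrays 3 of the 7 were, Duoxa1, Pnoc and Gpr31c, of which all 3 had a negative log2 fold change in RS as well (Gpr31c -0.06, whose sign in RS and DJ changed with the processing, and Pnoc overlapping Ctrl in RS). Pde5a was -3.91 in RS and 0.17 in DJ526 (log2), and Gpr31c was -0.04 in DJ. Ap3b2 was higher in RS and DJ526 than in Ctrl, and in DJ it overlapped Ctrl. In limma only Gpr31c in DJ526 passed the threshold against Ctrl. SAM also called Ap3b2 in DJ526.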

Other observations

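The test of the female-predominant list without its Sult2a members was chosen after the results were seen.

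The column of array identifiers in a supplementary table lists RS and DJ the other way round, while its assay names go with the labels. The paper's values in Table 4 were closer to the arrays of their own label for 21 of 24 fold changes and 23 of 24 Z ratios, so that the authors analysed the arrays under these labels, and an exchange of the 2 labels between that analysis and the deposited files is excluded. An exchange of the samples before the analysis would not show in this comparison and stays open.

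The Sult2a genes had higher means in RS and DJ526 than in Ctrl and were higher in DJ replicates 1 and 2. None passed the threshold over all probes, and Sult2a6 in DJ526 overlapped Ctrl. An animal of the other sex is excluded, since 12 of 12 arrays had Xist and no Y-linked probe well above background. A shift of female-predominant liver genes as a set stays open. Without the Sult2a genes, 15 of 17 genes of the list were higher in RS, with a median log2 fold change of 0.17 and a fry p of 0.0573, and in DJ and DJ526 the fry p was 0.396 and 0.535. The diets differ between the groups, and an effect of diet was not told apart from this.

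No gene list passed an adjusted p of 0.05 in fry (smallest 0.879). The unadjusted p over the 7 comparisons was lowest at 0.0193 for the female-predominant list (RS), 0.0265 for xenobiotic response genes (RS), 0.0544 for clock-controlled genes, 0.0692 for male-predominant genes, 0.0919 for acute-phase genes, 0.200 for blood cell genes, 0.248 for pancreas genes, 0.259 for X-inactivation and Y-linked genes, 0.261 for muscle genes, 0.393 for adipose genes, 0.425 for lipogenic genes, 0.524 for PPAR-alpha targets, 0.616 for the Table 4 genes and 0.672 for sterol synthesis.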
